A study of Mus musculus with 4 samples.

How the data were processed

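Chromatin accessibility was profiled by ATAC-seq, in which a transposase inserts sequencing adapters into open chromatin, in cultured mouse splenic natural killer (NK) cells. NK cells are innate lymphocytes that depend on the cytokine interleukin-15. The cells were wild type and were cultured for 72 h in a low or a high dose of the cytokine, whose concentrations the labels do not give. There were 4 samples, 2 biological replicates per dose. Samples were grouped by the dose named in their titles. Per the labels' protocols, transposition was performed on suspensions of whole cells and libraries were amplified by PCR, and no molecular identifiers are mentioned.

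The 3 tables analysed belong to the series as a whole and hold positions only. The first, as deposited by the authors, is a list of accessible regions with chromosome, start, end, a running number and the region's width in bp. The other 2 are the authors' deposited lists of differentially accessible regions, named up and down, each region written as chromosome, start and end. Neither the labels nor the tables state the aligner, the genome build, the peak caller, whether peaks were called per sample or on pooled samples, the differential test, its threshold, or which dose was the reference for up and down. The lists are therefore called up and down throughout, without assigning either to a dose. The tables analysed contain 0 columns of values per sample, no fold change and no p-value. Sequencing depth is unknown from them, and no value carries a replicate error. The comparison of the doses fixed before the data were examined (a quasi-likelihood test on counts, or a linear model on normalized values) could not be made, and neither could any alternative to it. The authors' calls are described as theirs.

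Starts in the list of all regions were 0-based and were raised by 1, after which each up or down region was looked up in it. All coordinates below are 1-based. Gene names came from a RefSeq gene table of assembly GRCm38.p6. Because the build of the regions is not named, the fit of the 2 sets of coordinates was tested first. Of all regions, 17.1% lay within 1000 bp of a protein-coding gene boundary, against 6.54% and 6.60% after all genes were moved by 100 kb in either direction. The excess over the larger of the 2 moved values was between 2.11-fold and 3.93-fold on each of the 20 chromosomes other than Y. On Y, 5 of 56 regions lay at a boundary, too few to judge. No coordinate of the gene table is printed. The table gives no strand, so that transcription start sites could not be placed. A gene boundary means either end of one of the 21900 protein-coding genes, in place of the promoter planned in advance. Exons, introns and untranslated regions were not annotated. Each region was assigned to the nearest protein-coding gene by distance to the gene's span, with ties going to the gene with the nearer boundary.

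Shares of regions were compared with Fisher's exact test, two-sided. Widths were compared by a two-sided permutation test of the difference in medians with 100000 resamples, and the distribution over chromosomes by permuting list membership 100000 times and recomputing the chi-square statistic. The smallest p-value these permutations can give is 1e-05. Values were adjusted by the Benjamini-Hochberg method within each family: 3 comparisons of boundary shares, 3 of widths, 42 of single chromosomes and 6 of distance classes between neighbours. All of these tests take the region as the unit. Regions are not replicates, neighbouring regions are not independent, and the tests compare lists and not cultures. Intervals are 95% Wilson intervals and cover counting error only. Width classes are 10 classes of all regions with near-equal numbers, and matching on width used 50 classes with a Mantel-Haenszel odds ratio and permutation within classes. Neighbours are consecutive listed regions of a chromosome, and the names up and down were shuffled 10000 times among listed regions of the same chromosome and width class. The same kind of shuffle was applied to all pairs of listed regions at set distances. Fixed gene lists were set against 10000 lists of other genes, each gene drawn at random, and possibly more than once, from those whose number of regions differed by at most 0.15 on the log2 scale. Windows of 1 Mb were set against 1000 shuffles of list membership within chromosomes.

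Regions named in the text are the 3 widest of each list, by a rule set in advance for tables that hold coordinates only. Regions assigned to genes of a fixed list of 70 NK cell genes are named too. Not all of these genes are reported individually here. Other genes and windows that are named were chosen after their values were seen, and this is said where they appear. The tests of widths, shares and chromosomes and the shuffles of neighbours, list order, gene lists and windows were tested on simulated data drawn on the real regions, with fewer resamples or random lists in some simulations. With no effect, between 2% and 7% of simulated lists gave a p-value of at most 0.05, and with a planted effect at least 99% did. The lists with no effect were drawn region by region, without the local agreement of the real lists. Their rates of error therefore hold for independent regions only. Each planted effect had a single size, so the power for smaller effects was not measured. Simulations numbered between 50 and 200 per test. Nearest genes and boundary distances were recomputed by brute force for 300 regions and were right for all 300. The planned search for 10 sequence motifs was not run, since no genome sequence was used here. Alternatives covered the boundary distance, sex chromosomes, matching on width, regions away from boundaries, the mean in place of the median, and counting a region for every gene within a set distance in place of the nearest gene. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.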

Results

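The study asked how the dose of interleukin-15 (IL-15), a cytokine on which natural killer (NK) cells depend, alters chromatin accessibility in cultured splenic NK cells of the mouse. ATAC-seq was performed on 4 samples, 2 from cells cultured in a high dose and 2 from cells cultured in a low dose, all after 72 h. The deposited data comprised 91266 accessible regions for the series as a whole and the authors' own lists of regions that were up or down between the doses. No value per sample was given, so the spread between the replicates could not be measured and the authors' calls could not be retested. Sequencing depth is unknown. Which dose served as the reference was not stated, and the lists are referred to by their deposited names.

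The 91266 regions lay on 21 chromosomes, did not overlap and covered 46.0 Mb in total. Their widths ranged from 150 to 3295 bp, and the median gap between neighbouring regions was 6906 bp. The authors' deposited lists held 3845 up regions and 1275 down regions. Up regions made up 4.21% of all regions (95% Wilson interval 4.09 to 4.35%) and down regions 1.40% (1.32 to 1.48%). Together, 5120 regions (5.61%) were listed, covering 2.60 Mb. Each listed region was identical to one of the 91266 regions, and 0 regions were in both lists. Up regions were 75.1% of the listed regions (73.9 to 76.3%), or 3.02 per down region. This balance depended most on width: among the widest of 10 equally filled width classes, up regions were 44.4% of the listed ones.

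Whether listed regions differed in size from the remainder was examined first, because a wider region can collect more reads. Up regions had a median width of 453 bp (interquartile range 353 to 575 bp) and down regions of 537 bp (392 to 717 bp). The 86146 unlisted regions had a median of 392 bp (248 to 658 bp). The median of up regions exceeded that of unlisted regions by 61 bp, and the median of down regions exceeded it by 145 bp. Up regions were narrower than down regions, with a difference in medians of -84 bp. All 3 differences had an adjusted p-value of 1e-05 in the permutation test, which is the smallest it can give. The first of them depended on the summary used: the mean width of up regions (485 bp, SD 180) was below that of unlisted regions (504 bp, SD 343), a difference of -18.6 bp with an adjusted permutation p-value of 0.00078.

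The distributions also differed in shape. Listed regions were sparse at both ends of the width range. In the narrowest of the 10 width classes (150 to 197 bp), 0.290% were up and 0.194% were down. In the class from 481 to 590 bp, 8.79% were up (8.23 to 9.39%) and 2.59% were down (2.29 to 2.94%). In the widest class (975 to 3295 bp), 0.790% were up (0.628 to 0.994%) and 0.988% were down (0.804 to 1.21%). Up regions were 60% of the listed regions between 150 and 197 bp, 86.0% between 327 and 400 bp and 58.2% between 734 and 974 bp.

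**Figure D1:**
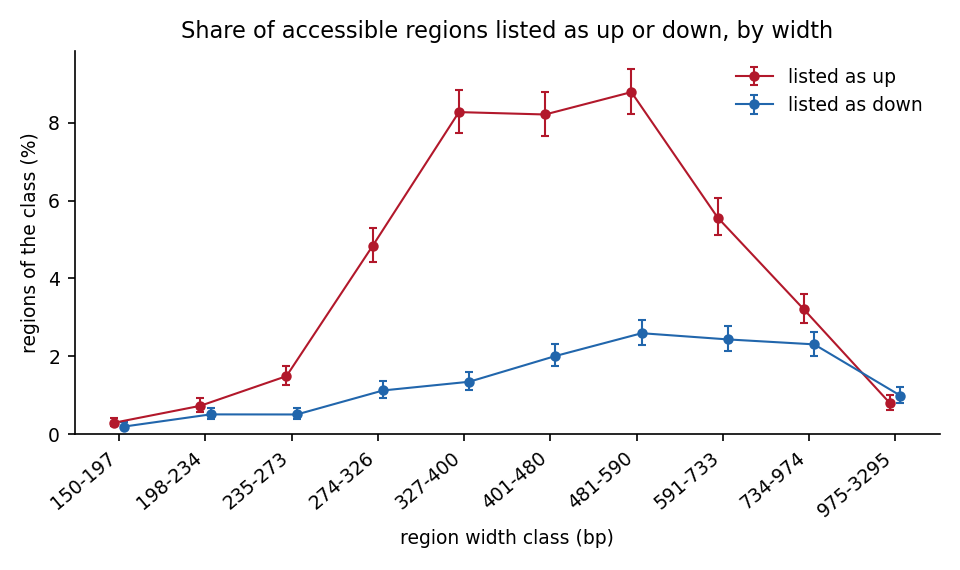
Percentage of accessible regions in each width class (10 equally filled classes of all 91266 regions, bp) that the authors listed as up (red) or down (blue), with 95% Wilson intervals. The up share is highest, at 8.79%, from 481 to 590 bp and falls to 0.790% in the widest class, where the down share is 0.988%.

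The position of the lists relative to genes was compared next. Within 1000 bp of a protein-coding gene boundary lay 207 of the 3845 up regions, or 5.38% (4.71 to 6.14%). The corresponding figures were 95 of 1275 down regions, or 7.45% (6.13 to 9.02%), and 15305 of 86146 unlisted regions, or 17.8% (17.5 to 18%). Both lists were depleted at gene boundaries relative to unlisted regions, with an odds ratio of 0.263 for up regions (Fisher's exact test, adjusted p = 6.07e-112) and of 0.373 for down regions (adjusted p = 7.09e-26). Since wide regions were more often at boundaries, unlisted regions were also weighted to the widths of each list. At the widths of the up list, 13.9% of unlisted regions lay at a boundary, and at the widths of the down list 19.1%. The odds ratios matched on width were 0.342 for up and 0.317 for down regions, each with an adjusted permutation p-value of 1.5e-05. The difference between the lists was smaller. Up regions were at boundaries less often than down regions (odds ratio 0.707, adjusted p = 0.009), but after matching on width the odds ratio was 0.895 with an adjusted permutation p-value of 0.445. The median distance to the nearest boundary was 22.3 kb for up, 23.0 kb for down and 12.4 kb for unlisted regions. Up regions lay within the span of a protein-coding gene in 49.5% of cases, down regions in 59.6% and unlisted regions in 61.6%.

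**Figure D2:**
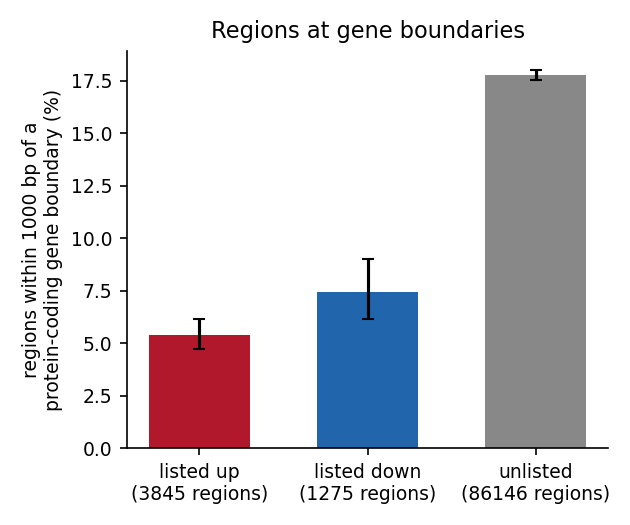
Percentage of regions within 1000 bp of either end of a protein-coding gene for the up list, the down list and the unlisted regions. Bars start at 0 and error bars are 95% Wilson intervals. The values are 5.38%, 7.45% and 17.8%.

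Both lists were spread unevenly over the 21 chromosomes. The chi-square statistic was 60.8 for up regions and 82.9 for down regions, each with a permutation p-value of 1e-05, the smallest possible. All tests of chromosomes treat regions as independent, which the result on neighbours below contradicts, so they overstate how unusual the chromosomes are. Of the 42 tests of single chromosomes, 2 passed an adjusted p-value of 0.05 for up regions and 6 for down regions. Up regions were more frequent on chromosome 5 (290 of 5783 regions, 5.01%, Fisher's exact test, adjusted p = 0.0195) and less frequent on chromosome 17 (127 of 4150, 3.06%, adjusted p = 0.00151). Down regions were least frequent on chromosome 11, where 41 of 5767 regions (0.711%, 0.525 to 0.963%) were listed (Fisher's exact test, adjusted p = 3.08e-05). They were also less frequent on chromosomes 9 (0.795%) and 19 (0.750%), and more frequent on chromosomes 10 (1.97%), 12 (1.90%) and 15 (1.95%). On the X chromosome 3.29% of regions were up and 1.43% were down, neither past the adjusted threshold. The Y chromosome held 56 regions, of which 3 were down (5.36%, Fisher's exact test, unadjusted p = 0.0437, adjusted p = 0.131) and 0 were up. The interval of the up share reached 6.42%, so that a lower share of up regions could not have been detected.

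Listed regions lying close together were compared by list, a comparison chosen after the data had been seen. Of 352 pairs of consecutive listed regions less than 5 kb apart, 346 (98.3%) were in the same list. Shuffling the names up and down among listed regions of the same chromosome and width class gave 63.7% on average, with 95% of shuffles between 58.8 and 68.5%. The same-list share was 93.5% of 479 pairs from 5 to 20 kb apart, 77.5% of 1222 pairs from 20 to 100 kb apart and 69.3% of 1819 pairs from 100 to 500 kb apart. Each of these 4 shares was above all 10000 shuffles (permutation p = 0.0001, the smallest possible, adjusted p = 0.00015). From 500 to 2000 kb the share was 66.3% of 949 pairs, not past the threshold against the shuffled lists (adjusted permutation p = 0.0898). Beyond 2000 kb it was 63.3% of 278 pairs (adjusted permutation p = 0.495). All pairs from 500 to 2000 kb apart, not only consecutive ones, gave 70.2%, against at most 65.0% in shuffles that treat regions as independent.

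**Figure D3:**
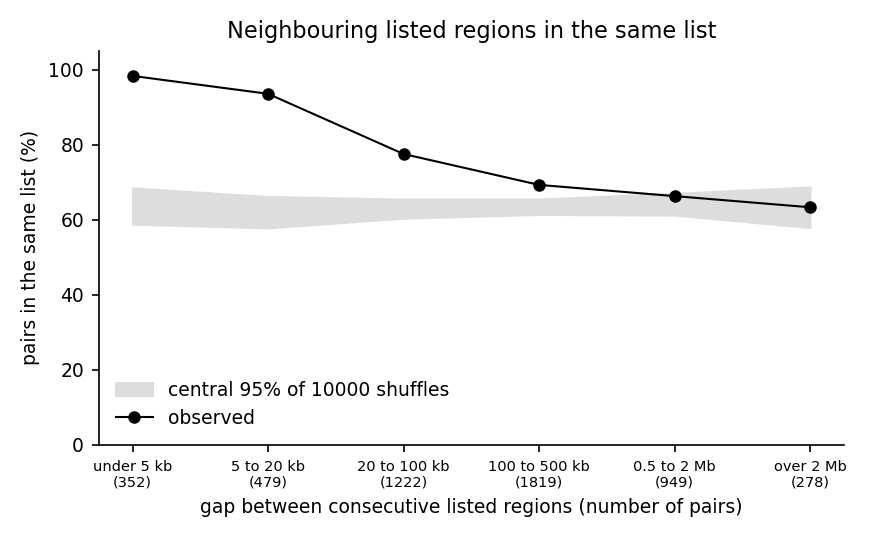
Percentage of consecutive listed regions that are in the same list, by the gap between them (number of pairs under each class). The grey band holds the central 95% of 10000 shuffles of the list names within chromosome and width class. The observed share falls from 98.3% under 5 kb to 63.3% over 2000 kb, where it lies inside the band.

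The widest regions of each list were set in advance as the ones to name. Positions are given as deposited, and their build is not named. The widest up region was 1726 bp long at chromosome 10, 128193985 to 128195710, and overlapped a boundary of Gls2. The second, of 1690 bp at chromosome 2, 118302483 to 118304172, lay within Gpr176, 25.4 kb from the nearest gene boundary. The third, of 1518 bp at chromosome 19, 10100769 to 10102286, overlapped a boundary of Fads2. Among down regions, the widest measured 2004 bp at chromosome 2, 13009989 to 13011992, and overlapped a boundary of C1ql3. It was followed by a region of 1977 bp at chromosome 6, 120492240 to 120494216, at a boundary of Tmem121b. The third was 1735 bp long at chromosome 9, 124256282 to 124258016, outside genes and 9.87 kb from Gm39469.

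Regions assigned to 70 genes of NK cell function, fixed before the data were examined, were then examined. Of these genes, 69 were the nearest gene to at least 1 accessible region, and 1183 regions were assigned to them. At least 1 up region was assigned to 20 genes and at least 1 down region to 21 genes. These numbers include 5 genes with both (Ifng, Itga2, Prdm1, Tcf7 and Tox), and 34 of the 70 genes had neither. In total 42 of the 1183 regions were up and 48 were down. Up regions were thus 46.7% of the listed regions assigned to these genes, against 75.1% of all listed regions. The assignment had no limit of distance, and a down region assigned to Myc, for example, lay 817029 bp from the gene. The number of genes with an up region depended on the rule of assignment. When a region counted for every gene that it lay within or within 10 kb of, whichever gene was nearest, 12 genes had an up region and 20 had a down region.

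Several genes of the fixed list had regions in only the down list. Gzma, which encodes granzyme A, had 3 of its 6 regions listed as down, all within the gene. Ncr1, which encodes the activating receptor NKp46, had 4 of 11 regions down. Il7r had 2 of 4 regions down. At Il2rb, which encodes the beta chain of the IL-15 receptor, 1 of 12 regions was down, of 1326 bp at chromosome 15, 78502004 to 78503329. Tox had the most down regions of the list, 9 of 53, together with 2 up regions. The up regions and some of the down regions of Tox lay outside the gene. Other genes had regions in only the up list. Havcr2, which encodes the inhibitory receptor TIM-3, had 3 of 8 regions up, all within the gene. Pdcd1 had 5 of 32 regions up, none of them closer than 157206 bp to the gene. Ctla4 had 2 of 14 regions up and Tnfrsf9 had 2 of 13, all outside the genes. Neither list held any of the 9 regions assigned to Gzmb, the 6 assigned to Prf1, the 11 assigned to Tbx21 or the 31 assigned to Eomes.

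Over all genes, 2637 were the nearest gene to an up region and 884 to a down region, with 223 in both sets. Of 1025 genes with at least 2 listed regions, 802 (78.2%) had them all in one list. Part of this share follows from the imbalance of the lists, since up regions were 75.1% of all listed regions. No chance level is given for it. The genes with the most up regions and those with the most down regions were singled out after the values were seen. Myo10 had 9 up regions of 25, and Pard3 had 9 of 42. Tbc1d1 had 13 down regions of 53, and Atp10a had 13 of 64 with 2 up regions. The largest number of down regions in any window of 1 Mb was 20 of 111, on chromosome 5, with 0 up regions in the window. The 20 down regions lay between 64289188 and 64861170. Of the 20 down regions, 13 were assigned to Tbc1d1, 4 to Klf3 and 3 to Gm38457.

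**Figure D4:**
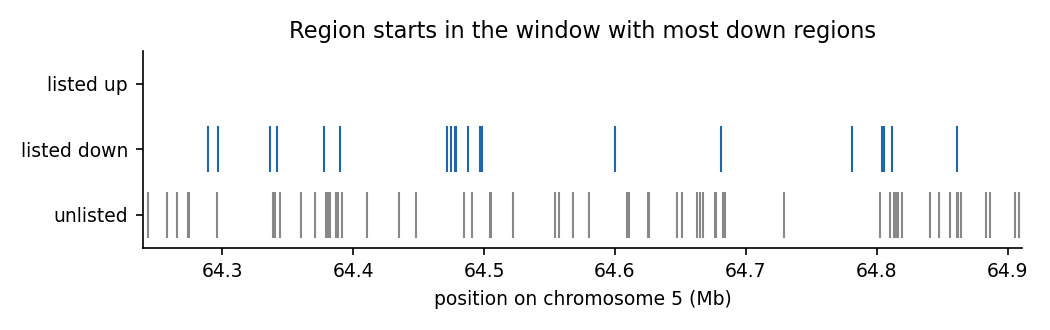
Starts of accessible regions on chromosome 5 (position in Mb, build not named) over the stretch that holds the 20 down regions of the window, with 50 kb added on each side. Each line is a region, in rows for unlisted (grey), down (blue) and up (red). Among the 79 regions drawn, 20 are down, 59 are unlisted and 0 are up.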

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

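No paired analysis was possible because the deposited tables hold no values per sample, although both doses have replicates numbered 1 and 2. For the same reason, neither the test of the doses nor its alternatives (another normalization, other count filters, leaving out a replicate, stricter thresholds) was run, and stricter thresholds on the authors' own calls could not be set. The motif search and its alternatives were not run for lack of a genome sequence, nor was matching on signal for lack of a signal.

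For the 11 results recomputed, 41 alternatives were run, and 31 kept the direction and the side of the threshold or stayed close to the reported value. In 4 alternatives a difference was no longer past the threshold, in 5 a value moved and in 1 a difference changed sign. The 2 stricter overlap rules could not have moved the lists, since each listed region is identical to one of the full list, and permuting within width classes changes only the p-value of the chromosome tests. The share of up regions among those listed was 75.1%. It rose to 81.0% in regions up to the median width and was 72.0% in wider regions and 44.4% in the widest of the 10 width classes (choices made after the data were seen). The fall with width was not steady, since the share was 60% from 150 to 197 bp and 58.9% from 198 to 234 bp.

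The depletion of both lists at gene boundaries relative to unlisted regions held under the 5 alternatives run, with odds ratios from 0.172 to 0.419 for up regions and from 0.250 to 0.478 for down regions. The difference between the lists held in 1 of them, autosomes only (odds ratio 0.707, Fisher's exact test, adjusted p = 0.00981). In the other 4, its odds ratio of 0.707 became 0.877 with a boundary distance of 3000 bp, 0.688 with 100 bp, 0.895 after matching on width and 0.896 with genes of any biotype, none with an adjusted p-value under 0.05. Matching on width shows that the difference in width between the lists accounts for part of it. For the other settings the cause was not tested. The difference in width between up and unlisted regions was 61 bp by the median and -18.6 bp by the mean, because unlisted regions include more of the narrowest and more of the widest. The number of fixed-list genes with an up region was 20 when each region was given to its nearest gene. Alternatives counted a region for every gene within a set distance, even if another gene was nearer, and gave 18 within 50 kb, 12 within the gene or 10 kb of it and 5 within the gene. The number with a down region stayed between 17 and 24.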

Other observations

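The tests of the list of NK cell genes against gene lists matched in number of regions, of that list without its largest contributor, within 10 kb and against widths, of wide regions far from boundaries and of the X chromosome by width class were set out before their results were seen. The count of down regions assigned to those genes and the remaining tests were chosen after the pattern had been seen. No read counts and no sequence were used, so GC content, depth and batch could not be tested for any pattern below.

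Neighbouring listed regions were in the same list far more often than shuffled names, with 95.6% of 831 pairs under 20 kb apart. Different use of chromosomes or width classes by the lists did not account for this, since the highest of 10000 shuffles within chromosome and width class gave 68.8%. Nor did the splitting of one accessible stretch into adjacent regions: among 282 pairs from 5 to 20 kb apart with at least 1 unlisted region between them, 91.1% were in the same list. Consecutive listed regions cannot reveal a shift over megabases, so all pairs of listed regions were also compared, whatever lay between them. Of 18584 such pairs from 500 to 2000 kb apart, 70.2% were in the same list, against 63.4% on average and at most 65.0% in shuffles. Among the 998 pairs under 20 kb apart, the share was 95.9%. The strongest agreement was thus local. The shuffles treat regions as independent and do not keep this local agreement, so they overstate how unusual the share over megabases is. Whether a weaker agreement extended over megabases was therefore not settled. A copy number difference as a contributor cannot be told apart from shared regulation of neighbouring loci. A local technical bias, such as GC content, cannot be told apart from it either.

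Listed regions were rare among both the narrowest and the widest regions. Low read numbers in narrow regions cannot be the whole explanation, because the listed share did not keep rising with width and was 1.78% in the widest of the 10 width classes, against 11.4% from 481 to 590 bp. Whether low read numbers explain the narrow end was not tested. Gene boundaries, where few regions were listed, accounted for part of the wide end but not all of it. More than 10 kb from a boundary of any annotated gene, 4.38% of the widest class were listed, against 14.7% from 481 to 590 bp. One hypothesis is that the widest regions are open at both doses, but widths that depend on how the regions were called and merged could give the same pattern.

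Both lists began with wide regions and ended with narrow ones. The median width fell from 588 bp in the first of 10 equal parts of the up list to 356 bp in the last, and from 769 to 438 bp in the down list. Spearman's rho between place in the list and width, across regions, was -0.423 for up and -0.416 for down regions, and the largest absolute value over 10000 shuffles was 0.0694 for the up list and 0.111 for the down list (permutation p = 0.0001, the smallest possible). The lists were thus not in random order. A candidate explanation is that they are sorted by a significance value that favours regions with more reads, which cannot be checked without the authors' statistics.

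The fixed list of NK cell genes was no richer in genes with an assigned listed region than gene lists with similar numbers of regions per gene. Of its 69 genes with a region, 36 were the nearest gene to a listed one at any distance, and 26.1% of 10000 matched lists reached that number. The directions differed. The list had 48 down regions against a median of 23 in matched lists, and 0.24% of lists reached 48. The one-sided p for an excess was 0.0025 from these random lists, a permutation test over genes (adjusted over 3 measures 0.0075). The list had 42 up regions against a median of 50. For up regions the adjusted p of 0.818 in this permutation test was also one-sided for an excess and did not test for a deficit. Without Tox, the largest contributor, 39 down regions remained, a number that 1.38% of matched lists reached. Counting only regions that lay within their nearest gene or 10 kb of it gave 37 down regions against a median of 9 in matched lists, of which the highest had 28. By the same count the list had 13 up regions against a median of 23, and 2.19% of matched lists had fewer. From the width class and boundary position of its regions, 18.5 down regions were expected. None of these tests accounted for the excess. The matching did not consider how active a gene is in NK cells, so the excess may belong to active genes in general and not to these genes. Which dose it refers to is not stated.

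The window of 1 Mb on chromosome 5 with 20 down regions stood apart from 1000 shuffles of list membership within chromosomes, in which the fullest window held 11. With windows moved by 0.5 Mb, the fullest window was again on chromosome 5, with 13 down regions against at most 10 in the shuffles. In each placement, 2 windows held more down regions than any shuffle, including the one on chromosome 5. For up regions, 7.2% of shuffles had a window with as many as the 14 observed. These shuffles treat regions as independent, which the result on neighbours contradicts, so that they overstate how unusual the window is. No biological explanation was tested.

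The X chromosome held 69 up regions where 83.3 were expected from the shares of up regions in the same width classes on autosomes, a ratio of 0.829. The difference was not past the threshold (two-sided permutation within width classes, p = 0.121).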
